A study of Rattus norvegicus with 4 samples. Its data were reported in "Peripheral Nerve Single-Cell Analysis Identifies Mesenchymal Ligands that Promote Axonal Growth" (2020).

How the data were processed

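Sympathetic neurons were dissociated from the superior cervical ganglia (SCG) of newborn Sprague Dawley rats at postnatal days 1 to 2. They were grown for 6 d in a medium with nerve growth factor (NGF), and were treated with cytosine arabinoside (Ara-C), which acts against dividing cells. Total RNA from 4 biological replicates was labelled from 250 ng per sample and hybridized to Affymetrix Rat Gene 2.0 ST arrays, 1 array per replicate. All 4 arrays belong to a single group, the SCG neurons, so no treatment or second cell type was compared. The labels name the cells as SCG neurons in the title, source, cell type and culture protocol, while the free description of each sample speaks of embryonic sensory neurons of the dorsal root ganglion. The arrays were grouped by title, and marker genes of both neuron types were compared.

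The authors deposited log2 values for 36685 probe sets. They had corrected the probe intensities for background, applied quantile normalization, and summarized them into probe sets on the log2 scale with robust multichip analysis (RMA) in the R package oligo. The versions and the genome build are not given in the sources used here. The log2 values are neither centred per gene nor scaled to a reference, and each of the 4 columns is 1 array. The column medians were 6.35, 6.35, 6.46 and 6.49, and every column had a maximum of about 13.8, where RMA levels are compressed. RMA levels of different probe sets also differ by probe affinity, so a level says little about the abundance of 1 mRNA relative to another. The number of arrays, 4, limits the precision of each value.

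Probe sets were named through the platform annotation, and symbols were updated through Entrez gene identifiers in a RefSeq table of the GRCr8 assembly. Of the probe sets, 18511 had 1 gene symbol, 575 had several and 17599 had none in this table. Identifiers of 18394 probe sets were found in the RefSeq table. The probe set with the highest mean was kept for each gene, as in the study's methods, which gave 18166 genes (291 genes had more than 1 probe set). Genes known only through other probe sets, among them Ntrk1, Kdr and Ccr5, were not analysed here. No coordinates are given because the build behind the array annotation is not stated in the sources used here.

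A background was defined from 1379 olfactory, vomeronasal and bitter taste receptor genes (1185 of them olfactory), which neurons of this ganglion are not known to use. Within each array, the background limit was the 95th percentile of these genes. Each gene's level minus the limit was tested against 0 over the 4 arrays with an intercept-only model in limma version 3.58.1 (lmFit, then eBayes without a trend), and p values were adjusted by the Benjamini-Hochberg method over all 18166 genes. A gene was called above or below background at an adjusted p under 0.05, and not resolved otherwise. Background in these calls means the background limit, and 1287 of the 1379 background genes were themselves below it. The test covers the spread between arrays and not the differences in probe affinity. The same model tested each gene against Sorcs3, whose level the study used as its expression cutoff. Counts for lists fixed in advance are also given as adjusted over the list alone.

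Lists of receptor families (23), cell type and response markers (19) and the study's own tables (7) were fixed before the data were examined, as were the limma, permutation and list variation tests, the rule for named genes and the alternatives, except those given below as added. Of the 832 listed symbols, 93 were not analysed here. The rule took the 2 highest and the lowest member of each receptor family, and every member of the neurotrophin and sortilin, GDNF family and gp130 lists. It also took the receptors of the 3 ligands that the study tested on axons and the receptors its text discusses, the 2 highest members of each marker list, and, of the genes above background, the 10 with the highest mean and the 10 with the largest SD. Other genes named in the text were chosen after their values were seen. Gene lists were compared by permuting gene labels (100000 permutations, two-sided, difference of mean log2 level). Genes are not independent replicates, so these p values describe the lists and not the cultures. Movement of a list between cultures was measured as the SD over arrays of its mean level, and given as a percentile among 10000 random lists of the same size, matched on mean level in 20 bins. The chromaffin list, with 2 measured genes, was too short for this step.

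The one-sample model was tested on simulated data with 18166 genes, in which 50 genes each lay 0.5, 1 or 2 log2 units above the limit. It called 42%, 92% and 98% of them, and 0 of 17966 genes placed at the limit. With 0.25 log2 units it called 0%. Nearly all simulated genes lay at the limit, while 10551 measured genes were called above it. The adjustment was therefore stricter in the simulation, and these rates do not carry over to the measured genes. The permutation step called 5% of 100 simulated pairs of lists with no difference and 93% of those 2 log2 units apart. The list variation step called 2% of 50 simulated lists with no shared movement, 88% with a shared SD of 0.1 log2 units and 100% with 0.3.

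Alternatives were the mean of a gene's probe sets, probe sets with several symbols, the 90th and 99th percentile as the limit, olfactory receptors alone as background, a trended robust or an unmoderated model, a fixed limit, a 2-fold margin, an adjusted p under 0.01, a filter on dim genes, medians in place of means, arrays centred on their medians, and leaving out each replicate. After the data had been seen, 85 measured genes known mainly from other organs (from 100 listed, such as liver, muscle, lens and testis genes) were added as a second background, and counts without receptors of myeloid and lymphoid cells were added. Analyses used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Sensory neuron arrays, nerve tissue and mass spectrometry measurements of the same study were not used here, apart from the gene names in its tables.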

Results

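To describe the receptors of peripheral neurons that could meet ligands of the injured nerve, mRNA levels were measured on Affymetrix arrays in 4 replicate cultures of neonatal rat SCG sympathetic neurons grown for 6 d with NGF. The 4 arrays were close to each other. Pearson's r across the 36685 probe sets lay between 0.982 and 0.989 for the 6 pairs of arrays, and the median SD over arrays was 0.18 log2 units. Replicates 1 and 2 (r = 0.989) and replicates 3 and 4 (r = 0.987) were closest, against 0.982 to 0.985 for the other pairs. Among genes above background, a first principal component held 66.4% of the variance between arrays. Its scores were -16.1 and -13.6 in replicates 1 and 2, and 8.69 and 20.9 in replicates 3 and 4. The cause of this split was not tested. No pair of arrays held the same values throughout, and the median absolute difference within a pair was 0.16 to 0.23 log2 units. Of 18166 genes, 10551 (58.1%) were above background. The 10 genes with the highest mean were Th, Snap25, COX3, COX1, Tubb5, Hspa8, Gnao1, Rps29, Stmn2 and Map1b. They include tyrosine hydroxylase, the rate-limiting enzyme of catecholamine synthesis (Th, 13.70 ± 0.06 log2, mean ± SD, n = 4), the synaptic protein gene Snap25 (13.57 ± 0.05) and the microtubule regulator Stmn2 (13.30 ± 0.09), beside mitochondrially encoded COX3 and COX1.

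The cultures carried the mRNAs of sympathetic neurons at high levels. All 16 pan-neuronal markers and all 19 measured sympathetic markers were above background (16 and 19 adjusted over the list alone), with list medians of 12.38 and 11.01 log2. The noradrenergic set included Dbh (12.58 ± 0.42), which makes noradrenaline, the noradrenaline transporter Slc6a2 (11.38 ± 0.66), the co-transmitter Npy (12.57 ± 0.12), and the lineage transcription factors Hand2 (11.23 ± 0.09) and Phox2a (9.88 ± 0.43). Dbh, Slc6a2, Npy, Hand2 and Phox2a, like P2rx3, Drgx, Pou4f1, Scn10a, Trpv1, Chat, Sox10 and Col1a1 among the markers that follow, were chosen after their values were seen. Nicotinic subunits Chrna3 and Chrnb4, which carry fast ganglionic transmission, reached 12.96 ± 0.07 and 12.03 ± 0.17. By contrast, 5 of 27 measured sensory markers were above background (5 adjusted over the list alone), 14 were below it and 8 were not resolved, with a median of 6.19. Those above were Ntng1 (10.82 ± 0.14), Runx1 (9.32 ± 0.09), P2rx3 (8.08), Gfra3 (7.68 ± 0.40) and Drgx (7.23). Pou4f1, a transcription factor of sensory neurons, lay at 6.46 ± 0.09 and was not resolved from the limit, and the nociceptor channel genes Scn10a (5.44 ± 0.20) and Trpv1 (6.19 ± 0.08) were below it. With the 90th percentile as the limit Pou4f1 was above it (limma, adjusted p = 0.00088) and Trpv1 was not resolved (adjusted p = 0.0599), and at the 99th percentile Drgx was below it (adjusted p = 0.0394). The mean of the sympathetic list exceeded that of the sensory list by 4.68 log2 units, with 11.15 against 6.47 (permutation p = 1e-05, the smallest that 100000 permutations can give, and 1.5e-05 after Benjamini-Hochberg adjustment over 3 list comparisons). The difference was positive in 4 of 4 arrays, from 4.34 to 4.90. Probe sets differ in affinity, so the difference holds for the lists and not for pairs of genes. Most sensory markers were not above background, where levels may be mostly unspecific signal, so 4.68 is no exact difference in expression.

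Some markers from the cholinergic, chromaffin and motor neuron lists were also above background. Of the 5 cholinergic markers, 4 were above background. The choline transporter Slc5a7 reached 12.02 ± 0.16, vasoactive intestinal peptide (Vip) 8.86 ± 1.06, and the vesicular acetylcholine transporter Slc18a3 8.79 ± 1.17, while Chat, which makes acetylcholine, was below the limit at 5.92 ± 0.34 (limma, adjusted p = 0.00357, and 0.0861 without moderation and 0.639 at the 90th percentile). Both measured chromaffin markers, Chga (9.94 ± 0.20) and Penk (7.04 ± 0.26), were above it, and Chga is also in the sympathetic list. Of 5 motor neuron markers, 1 was above the limit, Lhx3 (7.10 ± 0.08). With the tissue-restricted background Penk and Lhx3 were not resolved (limma, adjusted p = 0.188 and 0.051), and neither was above the limit at the 99th percentile.

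Markers of other cell types that the ganglion holds were measured as well. Of 87 measured markers in 6 lists, 51 were above background (51 adjusted over the list alone), 22 below and 14 not resolved. This share, 58.6%, was near the 58.1% of all genes, so the total by itself does not show these cell types. The study's staining of its sympathetic cultures found low percentages of fibroblasts and Schwann cells. Among fibroblast and mesenchymal markers 15 of 19 were above the limit, with a list median of 7.64. The highest were Thy1 (12.62 ± 0.15), which neurons also express, and the matrix protease Mmp2 (11.25 ± 0.23), and the collagen gene Col1a1 lay at 9.56 ± 0.29. Among macrophage and immune markers 16 of 22 were above it, with a list median of 7.51, led by Lyz2 (9.89 ± 0.85), encoding lysozyme, and the Fc receptor chain Fcer1g (9.75 ± 0.56). Among Schwann and satellite glia markers 10 of 17 were above it. The highest, Pmp22 (12.67 ± 0.11) and Ngfr (11.95 ± 0.17), are not specific to glia, while the glial transcription factor Sox10 lay at 8.50 ± 0.36. Of 12 pericyte and smooth muscle markers 8 were above the limit, led by Tagln (9.60 ± 0.24) and Pdgfrb (8.44 ± 0.26), and of 14 endothelial markers only Ramp2 (7.90 ± 0.13) and Cdh5 (6.92 ± 0.52) were. Cdh5 was no longer above it without replicate 4 (limma, adjusted p = 0.0863) and with the tissue-restricted background (adjusted p = 0.779). Of 3 erythroid markers 0 were above it in limma, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, since the highest mean, 6.39, was under the limit. With the 90th percentile as the limit Epb42, a red cell membrane gene, was above it (limma, adjusted p = 0.00158). In these cultures treated with Ara-C, 11 of 19 proliferation markers were above background, led by Mki67 (8.92 ± 0.48) and Ccnb2 (8.63 ± 0.33). That share, 57.9%, was also near the share of all genes. With the 99th percentile as the limit, the non-neuronal count was 29, and over all settings it ranged from 29 to 65.

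**Figure D1:**
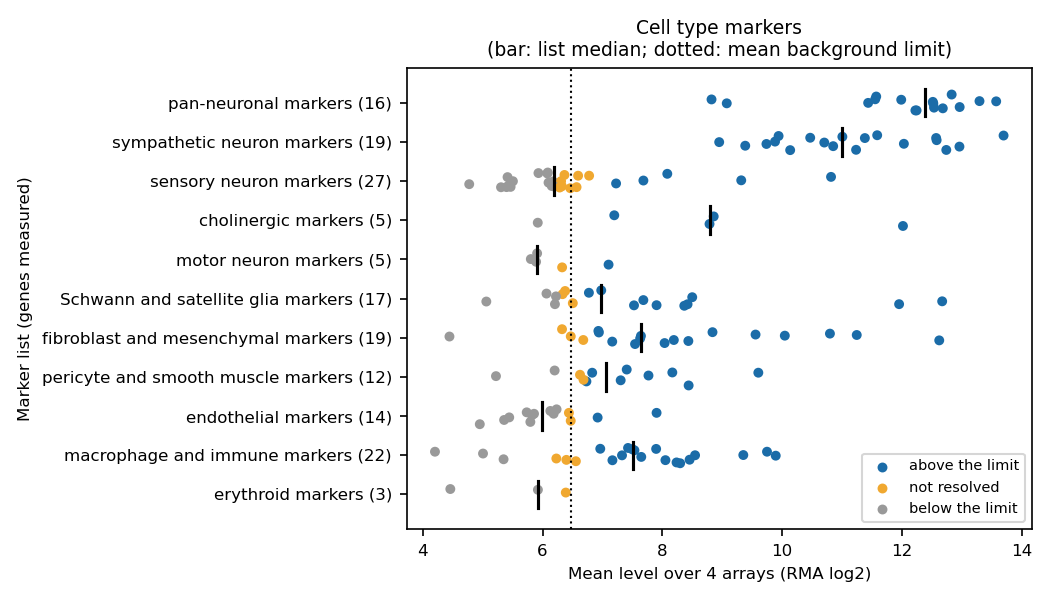
Mean level over 4 arrays (horizontal axis, RMA log2) of each measured marker gene, by list (vertical axis, with the number of genes). Points are coloured by the limma call against the background limit (dotted line), and bars mark list medians, which were 12.38 for pan-neuronal, 11.01 for sympathetic and 6.19 for sensory markers.

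The study set its cutoff at Sorcs3, the receptor with the lowest mRNA level among those whose proteins it detected on sympathetic neurons. Sorcs3, which encodes a sortilin-related receptor, lay at 5.53 ± 0.10 log2 (n = 4), and 80.0% of genes were at or above it. The mean background limit was 6.48, and Sorcs3 itself was below it, with -0.95 log2 units relative to the limit (limma, adjusted p = 1.41e-06). Sorcs3 lay above the median of the background genes, 4.37, so a level below the limit does not show absence. Of the 1379 background genes, 240 (17.4%) were at or above the Sorcs3 level, with a range of 15.7% to 18.6% over the arrays. Of 85 tissue-restricted genes of other organs, 51.8% were at or above it. Of 364 measured receptor genes in the 23 families, 322 were at or above Sorcs3 and 300 were significantly above it by limma. Against the background limit, 191 were above (190 adjusted over the list alone), 118 below and 55 not resolved. The 191 made up 52.5%, under the 58.1% of all genes, so the count by itself does not set receptors apart from other genes. It depended on where the limit was set, with 106 above at the 99th percentile, 124 with a 2-fold margin and 248 at the 90th percentile. Of the receptors named by rule, Cx3cr1, Cxcr3, Egfr, Erbb3, Fgfrl1, Gfra3, Il27ra, Notch2, Notch4 and Ntrk3 were above background and lost that call at the 99th percentile.

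**Figure D2:**
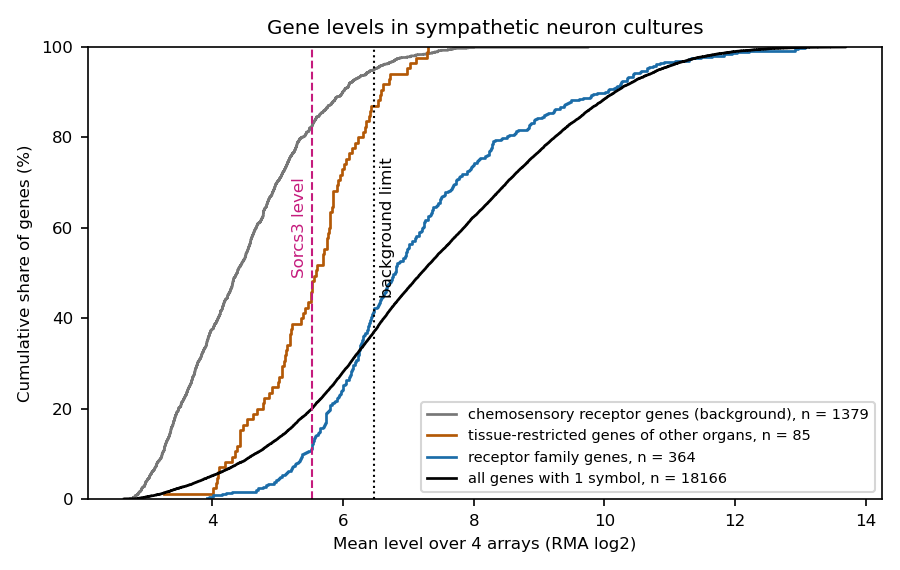
Cumulative share of genes (vertical axis, %) by mean level over 4 arrays (horizontal axis, RMA log2) for the background genes, tissue-restricted genes, receptor family genes and all genes. At the Sorcs3 level (dashed, 5.53) 17.4% of background genes and 51.8% of tissue-restricted genes lay at or above the line, and the mean background limit (dotted) was 6.48.

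Receptors for neurotrophic factors, which keep these neurons alive and growing, were examined by family. Here and below, levels are those of whole cultures, so a receptor mRNA may come from the neurons or from other cells in them. Ntrk1, encoding TrkA, was not analysed. In the neurotrophin and sortilin family 7 of 8 measured members were above background. They were Ngfr, encoding p75NTR (11.95 ± 0.17), Sorcs1 (10.79 ± 0.17), Sort1 (10.25 ± 0.05), Sorl1 (8.61 ± 0.21), Ntrk2, encoding TrkB (8.20 ± 0.32), Sorcs2 (7.82 ± 0.08) and Ntrk3, encoding TrkC (7.05 ± 0.15), while Sorcs3 was below. Ntrk3 was not resolved with the tissue-restricted background (limma, adjusted p = 0.132). Of 7 GDNF family receptors 5 were above the limit. Ret, the shared signalling receptor, reached 13.07 ± 0.10, the neurturin receptor Gfra2 12.91 ± 0.05, Ncam1 12.21 ± 0.09, the GDNF receptor Gfra1 8.54 ± 0.49 and the artemin receptor Gfra3 7.68 ± 0.40. Gfra4 (5.70 ± 0.10) and Gfral (4.30 ± 0.13) were below it. Of 7 gp130 cytokine receptors 5 were above background, including the 3 chains of the ciliary neurotrophic factor receptor, Lifr (10.85 ± 0.19), Il6st, encoding gp130 (10.66 ± 0.08), and Cntfr (10.56 ± 0.17). Osmr (8.25 ± 0.34) and Il27ra (6.98 ± 0.12) were above it, Il27ra not with the tissue-restricted background (limma, adjusted p = 0.351), and Il11ra1 (6.66 ± 0.15) and Il6r (6.44 ± 0.16) were not resolved. Without replicate 4, Il11ra1 was above the limit as well (limma, adjusted p = 0.027), and with the 90th percentile as the limit both were (adjusted p = 0.0001 and 0.000681). Here and below, the highest and lowest members are named by mean level, which also carries the affinity of each probe set.

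**Figure D3:**
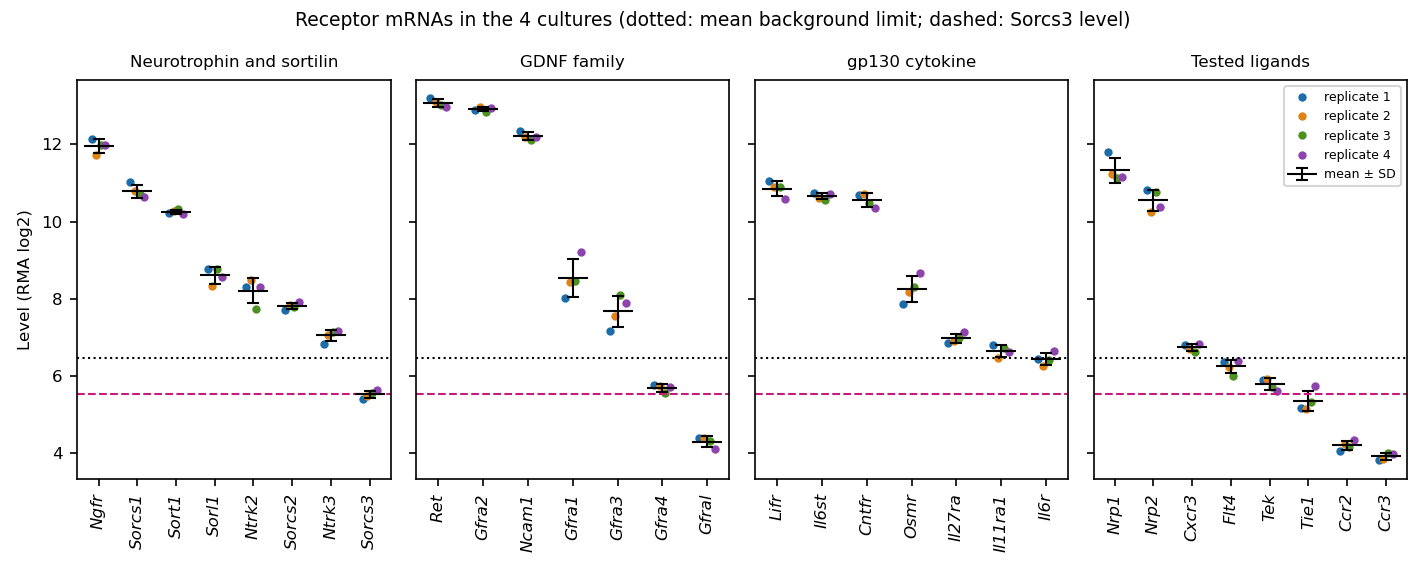
Levels (vertical axis, RMA log2) of receptor mRNAs in each of the 4 replicates (points), with mean ± SD (bars), for 3 receptor families and for the receptors of the 3 ligands that the study tested. Ret (13.07) and Gfra2 (12.91) lie far above the mean background limit (dotted), and Tek (5.79) lies between it and the Sorcs3 level (dashed).

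Other growth factor receptors varied by family. Of 12 TGF-beta and BMP receptors 8 were above background, led by the type II receptor Bmpr2 (11.83 ± 0.03) and Bmpr1b (9.89 ± 0.42), with Acvr1c (5.21 ± 0.11) the lowest. Igf2r (10.24 ± 0.17) and Igf1r (10.15 ± 0.16) headed the insulin and IGF receptors, of which 3 of 4 were above the limit and Insrr (6.27 ± 0.30) was not resolved (limma, adjusted p = 0.0336 above the 90th percentile). Only 2 of 6 FGF receptors were above it, Fgfr1 (8.83 ± 0.10) and Fgfrl1 (7.64 ± 0.14), and Kl was the lowest at 5.71 ± 0.12. In the EGF family 2 of 4 were, Erbb3 (7.68 ± 0.33), a receptor of glial cells, and Egfr (6.81 ± 0.02), and Erbb4 was lowest at 5.14 ± 0.12. Egfr was not above the tissue-restricted limit (-0.07 log2 units, limma, adjusted p = 0.557). Of 6 VEGF and angiopoietin receptors only the co-receptors Nrp1 (11.33 ± 0.32) and Nrp2 (10.55 ± 0.28) were above it. Among the other receptor tyrosine kinases 12 of 19 were, with Alk, a receptor kinase of the developing nervous system, at 10.05 ± 0.22, Pdgfrb at 8.44 ± 0.26 and Ros1 lowest at 5.46 ± 0.17.

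Guidance and adhesion receptors differed in their counts by family. Of 11 netrin and Slit receptors 8 were above background, led by Unc5c (10.92 ± 0.24) and Neo1 (10.18 ± 0.10), and Robo3 was lowest (5.56 ± 0.11). Of 13 Eph receptors 6 were above it (5 adjusted over the list alone), led by Epha5 (9.82 ± 0.15) and Epha7 (8.63 ± 0.32), with Epha6 lowest (5.53 ± 0.06). Of 4 measured plexins 3 were above it, led by Plxna2 (8.92 ± 0.40) and Plxna3 (8.84 ± 0.24), and Plxnb3 (6.43 ± 0.20) was not resolved (limma, adjusted p = 0.000864 above the 90th percentile). Of 5 Nogo receptors and partners 3 were, with Lingo1 at 8.06 ± 0.32, Rtn4r at 7.73 ± 0.10 and Lilrb3 lowest at 5.31 ± 0.25. Of 16 Wnt and hedgehog receptors 11 were, led by Lgr4 (9.40 ± 0.03) and Lrp6 (9.14 ± 0.12), with Fzd9 lowest (5.74 ± 0.12). Of 4 Notch receptors 3 were (4 adjusted over the list alone), with Notch2 at 7.67 ± 0.26, Notch4 at 7.12 ± 0.16 and Notch3 lowest at 6.68 ± 0.15 and not resolved (limma, but above the limit with an adjusted p = 0.0407 without replicate 4, and in 6 of 14 settings). Of 23 integrins 13 were, led by the common beta chain Itgb1 (11.65 ± 0.05) and Itga6 (10.66 ± 0.24), with Itga2b lowest (5.53 ± 0.04).

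Receptors for immune ligands were present in part. Of 24 TNF superfamily receptors 13 were above background, led by the death receptor Tnfrsf21 (10.44 ± 0.17) and Tnfrsf1a (10.35 ± 0.11), with Cd40 lowest (5.52 ± 0.12). Of 38 interleukin and interferon receptors 20 were, led by Il10rb (10.45 ± 0.22) and Ifnar1 (10.01 ± 0.08), with Il5ra lowest (3.94 ± 0.22). Chemokine receptors had 12 of 19 members below the limit and 6 above it, led by Cxcr4 (9.46 ± 0.47) and Cx3cr1 (7.49 ± 0.28), with Ccr3 lowest (3.92 ± 0.10). Cx3cr1 is also among the macrophage markers. Of 33 measured receptors known mainly from myeloid and lymphoid cells, 18 (54.5%) were above background, beside 58.1% of all genes.

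Among transmitter receptors, the nicotinic subunits of ganglionic transmission stood highest in their family. Of 16 nicotinic subunits 7 were above background, with Chrna3 and Chrnb4 highest and the muscle subunit Chrnb1 lowest (5.03 ± 0.13). Of 12 adrenergic and muscarinic receptors 6 were, led by Chrm2 (9.78 ± 0.35) and Chrm1 (8.87 ± 0.45), with Adra1a lowest (5.12 ± 0.08). Of 66 peptide hormone and neuropeptide receptors 22 were above the limit and 29 below it, led by the neuropeptide Y receptor Npy1r (11.09 ± 0.07) and the secretin receptor Sctr (10.68 ± 0.43), with Lhcgr lowest (4.70 ± 0.19). Of 40 glutamate, GABA and purine receptors 24 were above it, led by Gabbr1 (11.29 ± 0.23) and Gabrg3 (10.37 ± 0.30), with Gabrg1 lowest (4.01 ± 0.16).

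The study's own list of sympathetic neuron receptor mRNAs was then examined. It was chosen on these samples, so its counts are not independent evidence. Of 297 listed genes 264 were measured here, and all 264 were at or above Sorcs3. Of these, 158 were above background (157 adjusted over the list alone), 68 were below it and 38 were not resolved. The share above background, 59.8%, was near the 58.1% of all genes. With the 99th percentile as the limit the count above background was 97, and over all settings it ranged from 97 to 199. The study's list for sensory neurons holds all 297 of these genes, so its count is the same by construction, 158 of 286 measured (157 adjusted over the list alone). The 22 further measured genes of the sensory list all lay below Sorcs3, which also follows from the study's cutoff. Of 16 measured receptors that the study text discusses, 10 were above background (10 adjusted over the list alone). These included Bmpr2, Ret, Il6st, Igf2r, Gfra2, Alk and Acvr2a (9.61 ± 0.13). Erbb4, Acvr1c and Cxcr5 (4.95 ± 0.11), which the study listed for sensory and not for sympathetic neurons, lay below both Sorcs3 and the limit. Their place below Sorcs3 follows from the study's cutoff on these same samples and is no separate evidence. Itgam, whose level the study used as the sensory cutoff, lay at 6.23 ± 0.43 and was not resolved from the limit (limma, adjusted p = 0.108), and was below it without replicate 3 (limma, adjusted p = 0.0105).

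For the modelled interactions, 122 ligands were paired with 144 receptors, of which 125 were measured and 80 were above background. Of 110 ligands with at least 1 measured receptor, 87 had a receptor above background and 23 did not. Those without included Hgf, whose receptor Met lay at 6.33, and Pdgfa and Pdgfc, whose receptor Pdgfra lay at 6.47. Met and Pdgfra were not resolved from the limit (limma, adjusted p = 0.214 and 0.923). Pthlh was without a receptor above background as well, and its receptor Pth1r lay at 5.92. These genes were chosen after their values were seen. Each of these ligands had 1 measured receptor in the model. With the 90th percentile as the limit Met and Pdgfra were above it (limma, adjusted p = 0.0118 and 0.00124). Among the 3 ligands that the study applied to axons, the angiopoietin receptor Tek lay at 5.79 ± 0.15, which passed the study's cutoff, and below background, with -0.69 log2 units relative to the limit (limma, adjusted p = 0.000174, and 0.129 at the 90th percentile, where it was not resolved). Tie1, a related receptor, lay at 5.36 ± 0.27. Cxcr3, the receptor paired with Ccl11, was above the limit by 0.26 log2 units (6.74 ± 0.10, limma, adjusted p = 0.0221). It was no longer above it without replicate 1, 2 or 3 (limma, adjusted p = 0.132, 0.0858 and 0.0549) and with the tissue-restricted background (adjusted p = 0.221), and it was above in 8 of 14 alternative settings. The other Ccl11 receptors listed, Ccr2 (4.21 ± 0.12) and Ccr3, were below the limit. For Vegfc, Nrp1 and Nrp2 were above the limit by 4.85 and 4.07 log2 units, and the signalling receptor Flt4 (6.25 ± 0.18) was below it, with -0.23 log2 units relative to the limit (limma, adjusted p = 0.0489). The Flt4 call ended without replicate 2, 3 or 4 (limma, adjusted p = 0.065, 0.27 and 0.0794), and with the 90th percentile as the limit Flt4 was above it by 0.26 log2 units (adjusted p = 0.0339). Of 8 measured receptors of these 3 ligands, 3 were above background (3 adjusted over the list alone). These mRNA calls do not show whether the receptor proteins were absent, and the study detected NRP1 protein on sympathetic neurons. The study also reported more growth of sympathetic axons after local treatment with ANGPT1, CCL11 or VEGFC. A receptor mRNA below the limit is therefore no evidence that the axons did not respond.

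Genes of receptor proteins that mass spectrometry had found on sympathetic neurons had higher mRNA levels than other receptors. The mean of 51 such genes was 9.55 log2, against 6.94 for 311 receptor family genes found on neither neuron type, a difference of 2.62 (permutation p = 1e-05, the smallest possible, and 1.5e-05 after adjustment). Of the 311 genes, 114 were below the limit, where levels may be mostly unspecific signal. The 2.62 is therefore no exact difference in expression. The difference was positive in 4 of 4 arrays, from 2.54 to 2.71. As probe sets differ in affinity, it holds for the lists and not for single genes. Of the 51 genes 46 were above background, against 148 of 311. The rest of the 51, among them Sorcs3 and Grik3, were not above it although the study detected their proteins. Against 40 genes of proteins found on sensory neurons only, with a mean of 8.57, the difference was 0.98 (permutation p = 0.0082, adjusted 0.0082) and was positive in 4 of 4 arrays, from 0.87 to 1.07. The 51 genes include those of proteins found on both neuron types. With medians in place of means the difference was 1.77, with 9.84 against 8.07 (permutation p = 0.00307). Of these sensory-only proteins, 35 of 40 genes were above background in the sympathetic cultures (35 adjusted over the list alone), among them Lifr, Cntfr, Igf1r, Acvr2a, Ntrk2, Rtn4r and Gfra3. The study gave a smaller amount of isolated protein as the likely reason for fewer proteins on sympathetic neurons. Sensory-only may therefore reflect detection for some of these proteins. For Rtn4r, Gfra3 and Acvr2a, however, the study's own arrays showed higher mRNA levels in sensory than in sympathetic neurons. The 13 measured genes of proteins found on sympathetic neurons only had 10 above background (10 adjusted over the list alone). They included Gfra2, Sorcs1 and Alk, and also Adgre1 (9.35 ± 0.74), Mrc1 (7.43 ± 0.43), Fcrl2 (9.66) and Folr2 (8.52), genes chosen after their values were seen that are known from macrophages and other immune cells. Mrc1 was not above the limit at the 99th percentile, whose mean was 7.47. Of 38 measured genes of proteins found on both neuron types 36 were above background (36 adjusted over the list alone), and the exceptions were Itgam and Grik3 (5.73).

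The 4 cultures differed in some gene groups. Sympathetic, pan-neuronal, macrophage and cholesterol synthesis lists followed the split of replicates 1 and 2 from replicates 3 and 4, while cholinergic and proliferation lists did not. Of 41 lists tested, 14 had an SD over cultures at or above the 95th percentile of matched random lists, against 2.05 expected by chance. Sympathetic markers ranged over 0.50 log2 units in their mean level (SD 0.24, percentile 100), from 11.38 in replicate 1 to 10.88 in replicate 4. Glia markers, from 7.49 to 7.84, and fibroblast markers, from 7.93 to 8.35, were lowest in replicate 1 and highest in replicate 4. Macrophage markers ranged over 0.57 (SD 0.27, percentile 100), from 7.13 in replicate 2 to 7.70 in replicate 3, with Lyz2 at 9.05, 9.26, 10.63 and 10.62 in replicates 1 to 4. Proliferation markers ranged over 0.54 (SD 0.25, percentile 100), and cholesterol synthesis genes over 0.37 (SD 0.17, percentile 99.99). Cholinergic markers ranged over 1.32 (SD 0.60, percentile 100) and were highest in replicate 2. Without replicate 2 their percentile was 89.3. Schwann and satellite glia (SD 0.15, percentile 99.97), fibroblast (SD 0.18, percentile 100), integrin (SD 0.16, percentile 100), pan-neuronal (SD 0.10, percentile 98.8), sensory (SD 0.09, percentile 96.5) and immediate early genes (SD 0.12, percentile 99.4) also varied, as did TNF receptors (SD 0.11, percentile 99.9), interleukin receptors (SD 0.09, percentile 99.8) and stress genes (SD 0.11, percentile 95.5). Without replicate 2, the immediate early genes were at percentile 10.9 and the stress genes at 82.2. Without replicate 4, the glia list was at 70.7, TNF receptors at 85.8, interleukin receptors at 66.0 and stress genes at 77.6. Fibroblast markers were at 80.9 and sensory markers at 90.3 without replicate 1, and sensory markers at 84.1 without replicate 3. With each array centred on its median 8 of the 14 lists still passed, and the adrenergic and muscarinic list passed in addition (percentile 98.9). The 6 that no longer did were integrins (60.2), fibroblast markers (86.3), glia (70.3), TNF receptors (41.1), interleukin receptors (6.36) and stress genes (16.1). With list medians 6 of the 14 still passed, with the GDNF family list in addition (97.1), and 3 of the 14, the sympathetic, proliferation and cholesterol lists, passed in all settings. The neurotrophin and sortilin, GDNF family and gp130 lists had SDs of 0.03, 0.07 and 0.04, at percentiles 10.6, 63.7 and 21.5.

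**Figure D4:**
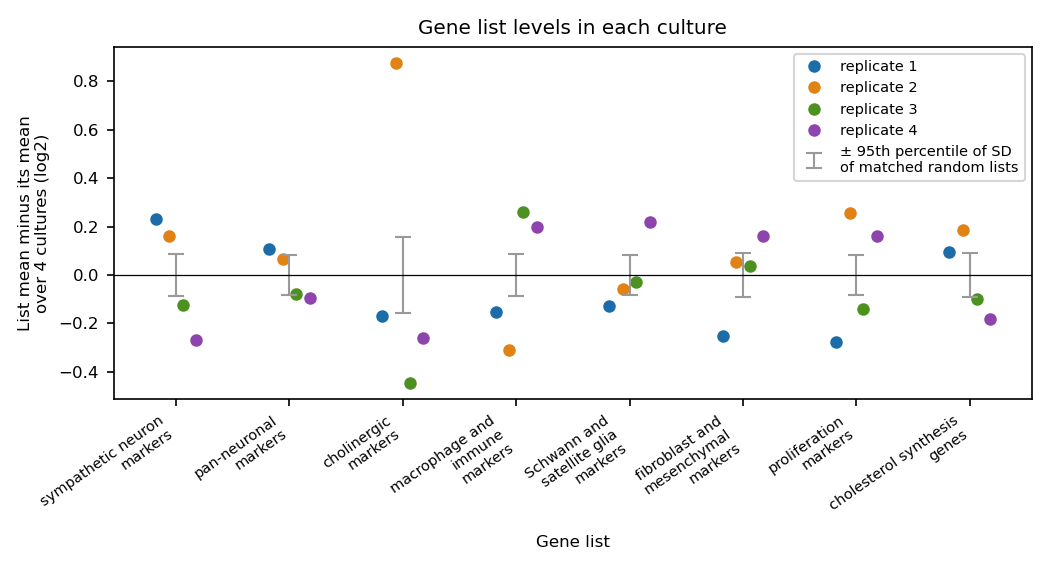
Mean level of 8 gene lists in each replicate culture (points, vertical axis, log2) relative to the list's mean over the 4 cultures. Grey bars show plus and minus the 95th percentile of the SD of matched random lists, and the cholinergic list of replicate 2 stands highest.

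Of the 10551 genes above background, 228 had an SD of at least 0.5 log2 units and 10 had one of at least 1. The 10 were Tmem255a, Stfa2l1, Akr1b8, Slc18a3, Kcnk9, Cartpt, Cnr1, Clec7a, Vip and Angpt2. Cnr1, Kcnk9 and Stfa2l1 were not above the limit at the 99th percentile or without moderation of the variance, nor was Tmem255a without it. The transmitter transporter Slc18a3 and the peptide genes Vip and Cartpt were highest in replicate 2, with 10.47, 10.30 and 10.67 log2 there, against ranges of 7.91 to 8.69, 7.95 to 8.96 and 8.21 to 8.71 in the other replicates. Clec7a, a receptor of phagocytes, was highest in replicate 4 (9.62) and lowest in replicate 1 (7.24). Angpt2, a ligand of Tek, ranged from 8.07 in replicate 4 to 10.19 in replicates 1 and 2.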

Values the study reported

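The study reported that Sorcs3 mRNA lay at 81% of total mRNAs in sympathetic neurons and used its level as the expression cutoff. With this cutoff the study counted 297 receptor mRNAs in sympathetic neurons. It identified 271 cell-surface proteins on sympathetic neurons and 608 on sensory neurons, of which 219 were common, and classed 102 proteins as receptors. It gave less isolated protein as the likely reason for the lower number on sympathetic neurons. Its model predicted 122 interactions between injured nerve ligands and sympathetic neurons, and for 49 of them the receptor protein had been detected.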

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

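The comparison of single cultures in this part and the rule for named genes were chosen in advance. The genes were not all chosen independently of their values, since that rule took those with the largest SD over these same arrays. The list of myeloid receptor genes outside the macrophage markers was added only after the data were seen. For 139 named genes and 42 gene lists, the highest or the lowest of the 4 cultures was compared with its nearest neighbour, as a share of the whole range. Of 181 values tested, 8 lay past Dixon's 95% critical value, where about 1 in 20, or 9.05, would do so by chance. They fell in replicate 1 for 3 values, replicate 2 for 3 and replicate 4 for 2.

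Among genes near the top of the array's range, Th was lowest in replicate 2 (13.61 against 13.72 to 13.73, gap share 0.903). Snap25 was lowest in replicate 1 (13.51 against 13.60, gap share 0.931). The mitochondrially encoded COX3 was also lowest in replicate 1 (13.40 against 13.58 to 13.61, gap share 0.850).

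Among receptors, Nrp1, a co-receptor of semaphorins and VEGF, was highest in replicate 1 (11.80 against 11.12 to 11.23, gap share 0.847). Plxna2, a semaphorin receptor, was lowest in replicate 4 (8.33 against 9.09 to 9.16, gap share 0.916). Insrr, an insulin receptor relative, was lowest in replicate 2 (5.83 against 6.38 to 6.47, gap share 0.869). Ramp2, an endothelial marker that partners the calcitonin receptor-like receptor, was lowest in replicate 4 (7.71 against 7.95 to 7.98, gap share 0.917). The mean of the immediate early genes, which follow cell stimulation, was highest in replicate 2 (7.60 against 7.34 to 7.37, gap share 0.872).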

How the results depend on the processing

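The tissue-restricted background and the counts without myeloid and lymphoid receptors were chosen after the data were seen, and the other alternatives were planned. With the 99th percentile limit, receptor genes above background numbered 106 (191 as reported), the study's list 97 (158) and non-neuronal markers 29 (51), and a 2-fold margin gave 124 receptor genes. A higher limit leaves fewer genes above it by construction. The share of background genes at or above Sorcs3 was 19.3% with olfactory receptors alone and 51.8% with tissue-restricted genes (17.4%). List variation was seen in 9 lists with centred arrays (8 of the 14 reported) and 7 with list medians (6 of the 14), and the cause was not tested. Over the other planned and added settings these counts stayed within 1.5 times of those reported, among them 153 receptor genes, 133 of the study's list, 72 ligands and 42 non-neuronal markers with the tissue-restricted background, and 180 receptor genes and 145 of the study's list without myeloid and lymphoid receptors. Leaving out each replicate gave 179 to 193 receptor genes above background, 149 to 158 of the study's list, 80 to 86 ligands, 48 to 50 non-neuronal markers, 11 to 15 varying lists, a background share of 16.8% to 17.9% and a lowest r across probe sets of 0.982 to 0.985. The 3 list comparisons kept their direction and stayed under 0.05 by permutation in every setting run, and the difference from sensory-only proteins was 1.77 with list medians. Of 106 named genes above background 89 were so in all 14 settings. No paired analysis was possible because the 4 cultures form 1 group. Signal near the background limits the calls. In the simulation 42% of genes 0.5 log2 units above the limit were found. This rate does not carry over, because nearly all simulated genes lay at the limit.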

Other observations

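The tests of unspecific signal, the share of macrophages, the share of neurons and the share of sensory neurons below were chosen after results were seen. The macrophage minus fibroblast comparison replaced an earlier test of whether glia and fibroblast lists had the same highest and lowest culture, which decided nothing. The tests of unspecific signal replaced a ratio of 0.898, set aside because it put a list selected at the Sorcs3 level beside unselected genes. The tissue-restricted genes and the myeloid receptor genes were added after the data were seen.

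The cultures carried genes of axon growth and of lipid synthesis. Of 20 axon growth and injury genes, 17 were above background (17 adjusted over the list alone). Stmn2, a microtubule regulator of growth cones, lay at 13.30 ± 0.09 log2 and the transcription factor Klf7 at 13.15 ± 0.06 (n = 4). All 14 measured cholesterol synthesis genes were above it (14 adjusted over the list alone), with a median of 11.12, including Msmo1 (12.06 ± 0.04) and Fdft1 (11.76 ± 0.06). Of 14 serum and stress response genes 13 were (13 adjusted over the list alone), with the glutathione synthesis gene Gclm at 11.72 ± 0.12 and the chaperone Hspa5 at 11.61 ± 0.11. Of 16 immediate early genes 10 were (10 adjusted over the list alone), led by Dusp1 (10.13 ± 0.63) and Nr4a2 (9.29 ± 0.49), and of 16 interferon response genes 7 were (7 adjusted over the list alone), led by Ifi27 (10.16 ± 0.31) and Stat2 (8.64 ± 0.21).

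The cultures also carried mRNAs of some ligand genes. Of 43 measured growth factor and ligand genes 27 were above background (27 adjusted over the list alone). Their share, 62.8%, was near the 58.1% of all genes. The highest were Fgf1 (11.75 ± 0.12), the ephrin Efnb2 (11.35 ± 0.13) and Igf2 (11.34 ± 0.27). Of 17599 probe sets without a gene symbol here, 5024 (28.5%) were above the background limit.

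Of the 264 study receptors at or above the Sorcs3 level, 40.2% were not above background, as were 40.7% of the 322 receptor family genes there and 86.4% of the 44 tissue-restricted genes. The listed receptors' share was 0.465 times that of the tissue-restricted genes (95% interval over genes, which are not independent, 0.385 to 0.561). Receptors as high as Ret (13.07) made a low ratio likely beforehand, so the ratio argues only against unspecific signal as the source of the whole list. For the receptors not above background it stays open, since 75.7% of such receptor family genes and 48.1% of such tissue-restricted genes were at or above Sorcs3, a ratio of 1.57 (1.23 to 2.01) whose interval spans the 1.5 set as the bound, and their dim expression and unspecific signal cannot be told apart. The chemosensory background may also read too low, since 51.8% of tissue-restricted genes were at or above Sorcs3, against 17.4% of chemosensory genes. The study detected proteins of some receptors not above background, such as Sorcs3 and Grik3, on sympathetic neurons. No biological explanation was tested.

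Macrophage and immune markers differed between the cultures, with 7.29, 7.13, 7.70 and 7.64 in replicates 1 to 4, beside 11.38, 11.31, 11.02 and 10.88 for sympathetic and 12.10, 12.06, 11.91 and 11.89 for pan-neuronal markers. After each array was centred on its median the percentile of their SD was 99.9, which argues against an array-wide shift as the whole cause, although with the list median it was 85.8. A lower share of neurons in some cultures stays open, since the macrophage minus fibroblast difference (-0.64, -1.10, -0.52 and -0.70) had an SD at percentile 100 of pairs of random lists but at 88.7 without replicate 2. A different share of macrophages may be a source, since 26 myeloid receptors outside the marker list were highest and lowest in the same cultures as the markers, at percentile 100 but at 88.5 after centring, so these shares and a change within macrophages cannot be told apart. The labels name no biological difference between the cultures, and the most abundant markers were Lyz2 (9.89 ± 0.85) and Fcer1g (9.75 ± 0.56), in a list of 22 of which 3 are in another list here and 7 in a list of the study.

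The description of the samples names sensory neurons, and 18.5% of 27 measured sensory markers were above background, with a list median of 6.19. This argues against cultures of sensory neurons as described there, while a small share of sensory neurons was not tested. Ntng1, the highest of these markers, is also among the surface proteins that the study found on sympathetic neurons only.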
